A study of Cenococcum geophilum 1.58 and Pinus sylvestris
Cenococcum geophilum 1.58 with 12 samples (transcriptomic, total RNA). Its data were reported in "Secretome Analysis from the Ectomycorrhizal Ascomycete Cenococcum geophilum" (2018).

How the data were processed

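RNA-Seq gene counts of the ectomycorrhizal ascomycete Cenococcum geophilum were analysed in 12 samples, with 3 replicates in each of 4 groups: free-living mycelium from pure culture, ectomycorrhizal (ECM) root tips, sclerotia (resting propagules made of tightly packed hyphae) and the extramatrical mycelium that grows out from the ECM roots. Groups and replicate numbers were taken from the sample titles. For the ECM roots the labels disagree on the host, since the descriptions name poplar while the titles and the growth protocol name pine; the samples were kept together as ECM roots.

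The authors extracted total RNA, sequenced paired-end libraries on HiSeq instruments, trimmed and filtered the reads at the sequencing centre and aligned them to the C. geophilum gene models with an aligner that is not stated. Raw counts were deposited by the authors per gene as primary hits on the reverse strand, counted with featureCounts. The deposited FPKM values (fragment counts scaled by gene length and library size) and the deposited TPM values (scaled by length and then to the same total in each sample) were also computed by the authors for each gene and sample. Genes with near-identical copies could share or lose reads under counting of primary hits. Reads of the host plant in ECM root samples would count only where they aligned to a fungal gene model, so that the total in these samples reflects the fungal share of the RNA as well as the sequencing depth.

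The 3 columns of each file were checked against each other before any test. The ratio of a gene's share of counts to its FPKM is proportional to its length and should not depend on the sample. Among the 10979 genes with over 50 counts in every sample, genes were counted as out of proportion when the ratio was over 5% away from its median in the sclerotia and extramatrical mycelium samples. The counts of the 6 samples of free-living mycelium and ECM roots were out of proportion for 107 to 110 genes, and those of the other 6 samples for 0 genes. The rows are sorted as text by the protein identifier plus 40. When the same keys are sorted with a bar at the end of each, 208 of the 14748 genes (1.41%) move to another row. Putting the counts of the 6 affected samples back from that second order left 0 genes out of proportion in all 12 samples, and the same operation brought TPM into proportion with FPKM. These 208 genes are called displaced below, and counts brought into the row order of the FPKM column are called re-keyed. The order of the FPKM column is also that of the identifier column, but the files alone do not tell which order carries the right gene names. Putting all samples in either order gives the same number of called genes overall.

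Differential expression was tested on the raw counts as deposited with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the filterByExpr filter on low counts, on the 6 samples of the 2 groups compared and without covariates. A gene was called when its log2 fold change was over 1 in size and its Benjamini-Hochberg adjusted p-value was under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values are counts scaled to a common library size after TMM normalization of the 12 samples. Correlations between samples, principal components and the pairing of replicate numbers were computed from log2 CPM of re-keyed counts. The same fit on re-keyed counts was chosen after seeing that the columns disagree, and its values are given beside those of the main fit. The FPKM and TPM columns were not tested.

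Gene sets were counted. The 22 mycorrhiza-induced small secreted proteins (MiSSPs) were chosen by the study from an independent greenhouse experiment. Core eukaryotic genes, also 22, served as a background. The list of 333 secreted-protein genes holds genes that the study selected as regulated, so that only counts are given for it and no enrichment was tested. Only identifiers and class were taken from the study for these sets. The share of MiSSPs called up was compared with that of all other tested genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 3 comparisons with free-living mycelium. Detected genes, those with at least 10 counts in a sample, were compared by an exact permutation test, for which 3 samples against 3 give 20 arrangements and a smallest p of 0.1.

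Genes named in the text were picked by a rule fixed before the processed files were seen. For each comparison with free-living mycelium, these are the 3 genes with the largest and the 3 with the smallest log2 fold change among called genes for which every sample of a group had a higher CPM than every sample of the other, and each MiSSP called in that comparison. The same rule was then applied to the re-keyed fit. The pairs of MiSSPs Cenge3:636312 and Cenge3:660403, Cenge3:679266 and Cenge3:693798, and Cenge3:660401 and Cenge3:659858 are duplicates, and their counts are uncertain because they may share reads.

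Alternatives were the Wald test of DESeq2 1.42.0, RLE normalization, no filter on counts, at least 10 counts in every sample, the glmTreat test against a log2 fold change of 1, an adjusted p-value cut of 0.01, a fit of all 12 samples, the replicate number as a block, the sequencing run as a covariate, counts thinned to the lowest total, and leaving out each replicate in turn. The script was tested on simulated data in which 200 genes were changed 4 times: edgeR recovered 200 with 5 false calls, and DESeq2 recovered 199 with 4. The simulation gave all genes and samples the same level of spread and changed only genes well above low counts. Its recovery therefore does not carry over to a group with a wide spread such as free-living mycelium. Total counts per sample ranged from 17512327 to 62768040, for which 3 counts correspond to 0.17 and 0.048 CPM. No genome sequence was used here, so that gene coordinates are not given and GC content was not checked.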

Results

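Gene expression of C. geophilum was measured by RNA-Seq in free-living mycelium, ECM roots, sclerotia and extramatrical mycelium, with 3 replicates each. Counts were available for 14748 genes, of which 955 had 0 counts in all samples. The total count per sample was 50839400 ± 13340000 in free-living mycelium (SD, n = 3), 19818400 ± 2071000 in ECM roots, 49905500 ± 14570000 in sclerotia and 44138700 ± 11090000 in extramatrical mycelium. All 3 totals of ECM roots, from 17512327 to 21519022, were below the lowest total of any other sample, 34088031. The 10 most counted genes took from 3.32% to 6.62% of the counts of a sample.

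Samples were sequenced in 3 runs. All ECM roots, sclerotia replicates 1 and 2, extramatrical mycelium replicates 2 and 3 and free-living mycelium replicate 1 were in run 11276. Free-living mycelium replicates 2 and 3 and extramatrical mycelium replicate 1 were in run 11287, and sclerotia replicate 3 was in the third run. No pair of replicates had counts that agreed within sampling noise, the lowest chi-square per degree of freedom being 19 for sclerotia replicates 2 and 3. Across the 11897 genes with a mean log2 CPM over 1, Pearson's r between replicates was 0.978 to 0.988 in ECM roots, 0.988 to 0.995 in sclerotia and 0.948 to 0.982 in extramatrical mycelium. Free-living mycelium replicates were further apart, with r of 0.843 for replicates 1 and 2, 0.944 for 1 and 3, and 0.937 for 2 and 3. The mean r within free-living mycelium, 0.908, was no higher than the mean r of 0.912 between free-living and extramatrical mycelium. These correlations are across genes, which are not independent replicates, and were computed on re-keyed counts.

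**Figure D1:**
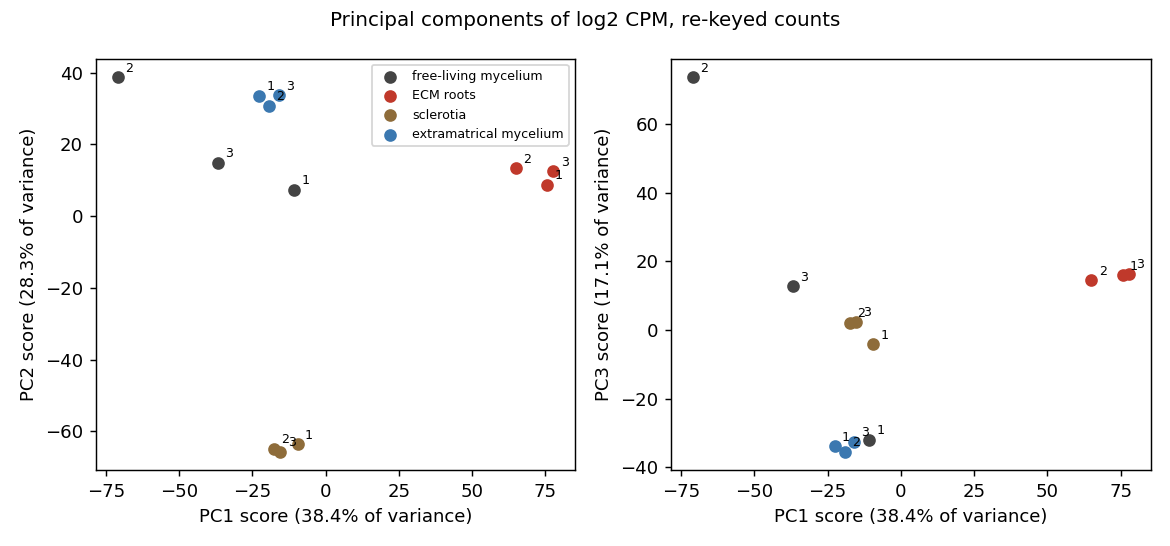
Scores of the 12 samples on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM from re-keyed counts, with the percentage of variance on each axis; each point is a sample, coloured by group and numbered by replicate. ECM roots lie apart on PC1 (scores 65.1 to 77.8) and sclerotia on PC2 (scores -65.6 to -63.5), while free-living mycelium spreads from -71 to -10.7 on PC1 and from -32 to 73.7 on PC3.

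The row order of the counts bears on every comparison between groups. In free-living mycelium and ECM roots, the counts of 208 genes stood in other rows than in sclerotia and extramatrical mycelium. A comparison between ECM roots and free-living mycelium sets samples with the same order against each other, whereas the other 4 comparisons set different genes against each other in these rows. Of the genes called on the counts as deposited, displaced genes made up 1.2% in ECM roots vs free-living mycelium, 11.5% in sclerotia vs free-living mycelium and 72.4% in extramatrical vs free-living mycelium. Their share was 7.5% for ECM roots vs extramatrical mycelium and 5.5% for ECM roots vs sclerotia. After re-keying it was at most 1.4% in any comparison.

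**Figure D2:**
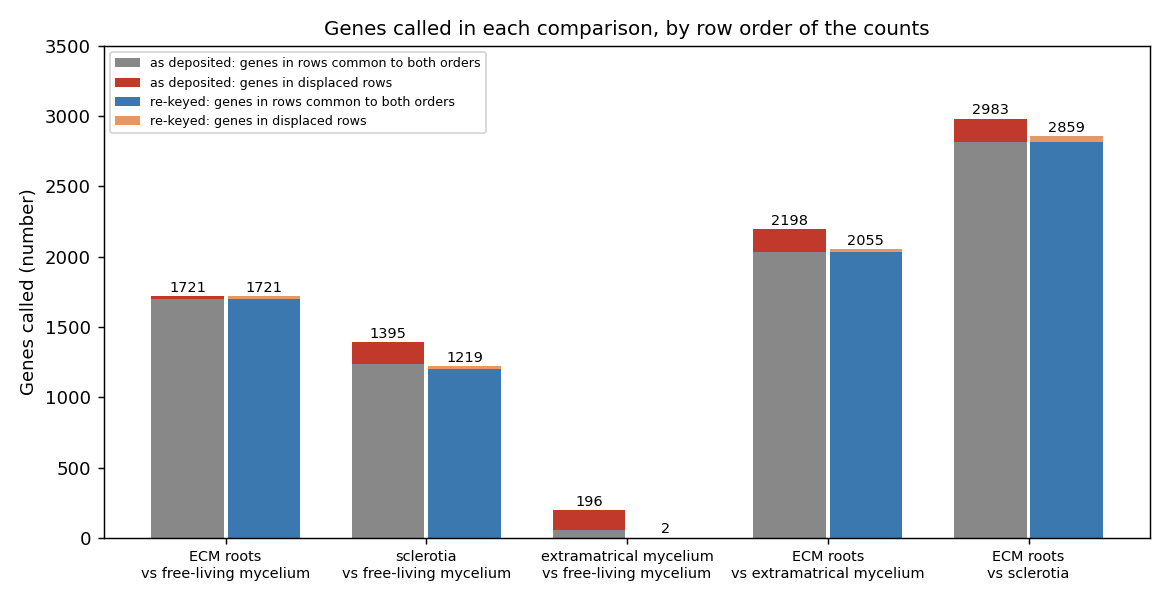
Number of genes called (vertical axis) in each of 5 comparisons with counts as deposited (left bar) and re-keyed (right bar), with the part in displaced rows stacked on top. The total goes from 196 to 2 genes for extramatrical vs free-living mycelium and stays at 1721 for ECM roots vs free-living mycelium.

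The number of detected genes addresses how much of the gene repertoire is expressed in each tissue. Genes with at least 10 counts numbered 13112 ± 156 in free-living mycelium (SD, n = 3), 12747 ± 54.2 in ECM roots, 13175 ± 88.1 in sclerotia and 13078 ± 98.2 in extramatrical mycelium. ECM roots had fewer genes on average (difference -364.7; exact permutation p = 0.1, the smallest that 3 against 3 samples allow; adjusted p = 0.3). The differences of 62.7 genes for sclerotia and -34.3 genes for extramatrical mycelium were within the spread between replicates (exact permutation p = 0.7 for each; adjusted p = 0.7). With all samples thinned to the lowest total, the difference of ECM roots was -10 genes, so that a lower number of genes in ECM roots was not detectable at equal depth. The difference of sclerotia was then 139.7 genes and that of extramatrical mycelium -0.7 genes. Genes with FPKM over 1 numbered 12630 ± 346 in free-living mycelium and 12629 ± 12.2 in ECM roots.

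ECM roots were compared with free-living mycelium to find genes regulated in symbiosis. Of 12998 tested genes, 1110 were up- and 611 down-regulated in ECM roots, with the same numbers for re-keyed counts, although the names of displaced genes then differ. Taking the replicate number from the labels as a block gave 1053 genes up and 412 down. Deviations from the group means had a mean correlation across genes of 0.046 for samples with the same number and -0.024 for samples with different numbers. Only 1 sample of free-living mycelium shared the sequencing run of the ECM roots. A fit within that run, 3 samples against 1, contains no spread of free-living mycelium. Its number of called genes is therefore not given. Of the genes called on re-keyed counts, 99.5% kept their direction there. The sequencing run as a covariate gave 461 genes up and 288 down. The glmTreat test moved the number of down-regulated genes most, to 49, and leaving out a replicate gave from 77 (without ECM roots replicate 1) to 1528 (without free-living mycelium replicate 1).

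The strongest up-regulation in ECM roots was that of Cenge3:647346, with 5360 ± 867 CPM (SD, n = 3) against 4.22 ± 2.01 CPM in free-living mycelium, a log2 fold change of 10.31 (standard error 0.67, edgeR quasi-likelihood test, adjusted p = 0.00029). It was followed by Cenge3:706698 with 214 ± 89.4 against 0.238 ± 0.226 CPM (log2 fold change 9.68, standard error 0.99, edgeR adjusted p = 0.0014) and Cenge3:705820 with 360 ± 54.8 against 0.554 ± 0.134 CPM (9.32, standard error 0.36, edgeR adjusted p = 0.00011). Under the naming rule, Cenge3:721942 had the lowest log2 fold change, -8.55 (standard error 1.09, edgeR adjusted p = 0.0084). It had 0 counts in ECM roots and 1.38 ± 0.432 CPM in free-living mycelium. At the depth of the ECM roots, 3 counts correspond to 0.14 to 0.17 CPM, so that a lower level of this gene could not be seen. The size of its log2 fold change and its rank are therefore not fixed by the counts. Cenge3:721030 and Cenge3:655345 had log2 fold changes of -7.7 and -7.53 (standard errors 1.94 and 1.83, edgeR adjusted p = 0.038 and 0.033), but the SD of the free-living mycelium, 172 and 361 CPM, was larger than its mean of 116 and 273 CPM. None of these genes was displaced. With the sequencing run as a covariate, Cenge3:655345 had a log2 fold change of -0.25.

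MiSSPs are small secreted proteins regarded as candidate effectors, and their regulation in the different tissues was a question of the study. In ECM roots 9 of 20 tested MiSSPs (45%) were up-regulated against 1101 of 12978 other genes (8.48%; Fisher's exact test p = 1.7e-05, adjusted p = 2.5e-05). In sclerotia these were 10 of 20 (50%) against 845 of 13230 (6.39%; Fisher's exact test p = 1.2e-07, adjusted p = 3.6e-07), and 8 of 20 with re-keyed counts (Fisher's exact test p = 8.7e-06, adjusted p = 2.5e-05). In extramatrical mycelium 0 of 19 MiSSPs were called with edgeR, with log2 fold changes from -0.71 to 1.83 as deposited. The value of 1.83 is that of the displaced Cenge3:28058, which had -0.92 re-keyed. The re-keyed range was -0.92 to 1.78, also with 0 called. No tested MiSSP was down-regulated against free-living mycelium in any tissue. Of the 22 core eukaryotic genes, 1 was up- and 1 down-regulated in ECM roots and 0 were called in sclerotia or extramatrical mycelium. With the replicate block the MiSSPs up-regulated were 8 in ECM roots, 9 in sclerotia and 0 in extramatrical mycelium. The sequencing run covariate left 7 MiSSPs up in ECM roots and 3 in sclerotia.

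Among the tested MiSSPs the largest changes in ECM roots were those of Cenge3:693798, with 1390 ± 206 CPM (SD, n = 3) against 3.91 ± 0.903 CPM (log2 fold change 8.47, standard error 0.39, edgeR adjusted p = 0.00011), and Cenge3:698167, with 720 ± 175 against 2.49 ± 1.01 CPM (8.17, standard error 0.49, edgeR adjusted p = 0.00022). Cenge3:693798 may share reads with its duplicate Cenge3:679266. The other 7 had log2 fold changes of 3.84 (Cenge3:667330), 3.66 (Cenge3:634429), 3.53 (Cenge3:661585), 2.77 (Cenge3:668273), 2.16 (Cenge3:552209), 2.05 (Cenge3:666290) and 1.57 (Cenge3:680403), with edgeR adjusted p-values from 0.0011 to 0.027. The 11 tested MiSSPs not called ranged from -0.7 to 2.49. Cenge3:660401 and Cenge3:677232 did not pass the count filter and were not tested in this comparison. Cenge3:660401 had 0.532 ± 0.264 CPM (SD, n = 3) in ECM roots and 0 counts in free-living mycelium, and without the count filter 10 MiSSPs were up-regulated. In sclerotia Cenge3:667330 changed most, with 932 ± 76.9 against 16.8 ± 10.1 CPM (log2 fold change 5.79, standard error 0.52, edgeR adjusted p = 0.00081), followed by 3.69 for Cenge3:666290, 3.28 for Cenge3:661585, 2.76 for Cenge3:680403, 2.4 for Cenge3:679266, 2.22 for Cenge3:693798, 1.98 for Cenge3:634429, 1.85 for Cenge3:658610 and 1.52 for Cenge3:668273. Cenge3:28058 is displaced and had a log2 fold change of 2.73 in sclerotia as deposited (edgeR adjusted p = 0.0034) and -0.02 re-keyed (edgeR adjusted p = 0.97). Cenge3:679266 kept its log2 fold change of 2.4 in sclerotia but was not called on re-keyed counts (edgeR adjusted p = 0.055). In all, 7 MiSSPs were up-regulated in both ECM roots and sclerotia, each against the same free-living mycelium samples.

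**Figure D3:**
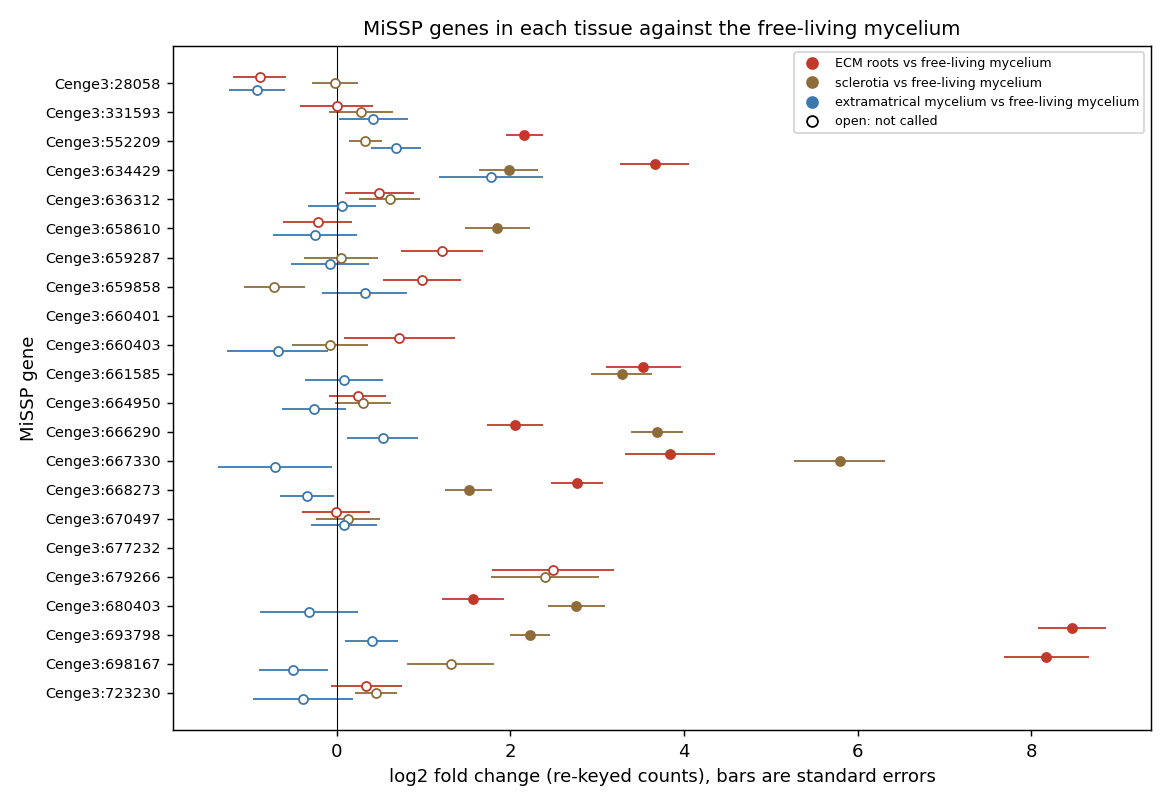
Log2 fold changes from re-keyed counts (horizontal axis, bars are standard errors, n = 3 per group) of 22 MiSSP genes (vertical axis) in ECM roots, sclerotia and extramatrical mycelium against free-living mycelium; filled points were called. The largest values are 8.47 and 8.17 in ECM roots, and no extramatrical mycelium point is filled.

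Of the 333 listed secreted-protein genes, 331 were tested in ECM roots vs free-living mycelium, and 96 were up- and 34 down-regulated. By class these were 31 up and 4 down among 64 CAZymes (carbohydrate-active enzymes), 38 and 8 among 129 small secreted proteins, 24 and 19 among 120 other secreted proteins, 2 and 2 among 6 lipases, and 1 and 1 among 14 proteases. With the replicate block 98 were up and 28 down. The glmTreat test reduced the down-regulated ones to 3.

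Sclerotia were compared with free-living mycelium to describe the resting stage. As deposited, 855 of 13250 genes were up- and 540 down-regulated, and with re-keyed counts 772 and 447 of 13234. The replicate block gave 769 up and 395 down, with mean correlations of deviations of 0.166 for the same number and -0.084 for different numbers. Within run 11276, 2 sclerotia samples stood against 1 of free-living mycelium, whose spread is then not in the fit. There 100% of the genes called on re-keyed counts kept their direction. The run covariate moved the counts most, to 149 genes up as deposited. On re-keyed counts it left 36 genes called in both directions together, against 1219 without it. By the naming rule the 6 most extreme genes as deposited were all displaced. Cenge3:47714, Cenge3:582482 and Cenge3:5583 had log2 fold changes of 17.45, 16.9 and 15.72, with 0 counts in every free-living mycelium sample, and re-keyed values of -2.38, -0.13 and -0.63, none of them called. Cenge3:588152, Cenge3:585362 and Cenge3:477508 had log2 fold changes of -14.58, -15.38 and -19.83 as deposited and did not pass the count filter when re-keyed.

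On re-keyed counts the same rule gave genes outside the displaced rows. Cenge3:671410 had 12900 ± 1650 CPM in sclerotia (SD, n = 3) against 15.4 ± 7.63 CPM (log2 fold change 9.71, standard error 0.69, edgeR adjusted p = 0.00097). Cenge3:471114 and Cenge3:576644 had log2 fold changes of 8.96 and 8.44 (standard errors 0.24 and 0.77). The lowest values were -5.7 for Cenge3:677018, -5.4 for Cenge3:679972 and -5.13 for Cenge3:696038 (standard errors 0.53, 0.77 and 0.44). All 6 were also called on the counts as deposited, with the same log2 fold changes to 2 decimals.

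Extramatrical mycelium was compared with free-living mycelium to see whether hyphae attached to ECM roots differ from those in pure culture. As deposited, 117 of 13192 genes were up- and 79 down-regulated, and with re-keyed counts 2 of 13174 were up and 0 down. The replicate block gave 80 up and 57 down as deposited and 0 genes re-keyed, with mean correlations of deviations of -0.043 for the same number and 0.031 for different numbers. Within run 11276, 2 samples stood against 1, again without the spread of free-living mycelium. The 2 genes called in the main fit on re-keyed counts kept their direction there. The extreme genes as deposited were again all displaced: Cenge3:47714 (log2 fold change 17.93 as deposited, -1.8 re-keyed), Cenge3:582482 (16.56, -0.38 re-keyed) and Cenge3:5583 (15.75, -0.52 re-keyed) at the upper end, and Cenge3:477508 (-19.74), Cenge3:588152 (-14.49) and Cenge3:567270 (-14.02), which were not tested after re-keying, at the lower end. The genes called on re-keyed counts were Cenge3:650780, listed as a small secreted protein, with 202 ± 76.4 against 7.15 ± 2.26 CPM (SD, n = 3; log2 fold change 4.82, standard error 0.4, edgeR adjusted p = 0.034), and Cenge3:677656 with 127 ± 18.8 against 23.2 ± 1.4 CPM (2.46, standard error 0.21, edgeR adjusted p = 0.034). With all 12 samples in the fit 562 genes were called on re-keyed counts.

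Up-regulation in all 3 tissues was found for 9 genes as deposited, 2 of them displaced, and for 1 gene with re-keyed counts. As deposited, it was 9 genes with the replicate block and 0 with the sequencing run covariate. On re-keyed counts the block called 0 genes in extramatrical mycelium, so that no gene could be up in all 3 tissues. ECM roots and sclerotia shared 262 up- and 113 down-regulated genes as deposited, and 255 and 104 with re-keyed counts. As deposited, 52 genes were up in ECM roots and down in sclerotia, and 26 the reverse (re-keyed 45 and 23). All these comparisons use the same free-living mycelium samples, so that part of the overlap can come from this common reference.

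ECM roots were also compared directly with the other symbiotic tissue and the resting stage. Against extramatrical mycelium, 1346 genes were higher and 852 lower in ECM roots (re-keyed 1272 and 783), and with the replicate block 1343 and 808. Against sclerotia, 1498 were higher and 1485 lower (re-keyed 1435 and 1424), and with the block 1478 and 1513. Mean correlations of deviations were 0.104 and -0.049 for the same and different numbers in the former comparison, and 0.042 and -0.023 in the latter. Within run 11276 the re-keyed counts gave 1173 up and 667 down against extramatrical mycelium, and 1385 up and 1376 down against sclerotia, each with 3 samples against 2. In the glmTreat test the numbers fell to 690 and 222, and to 909 and 837.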

Values the study reported

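For secreted proteins in ECM roots of pine compared to free-living mycelium, the study reported 114 up-regulated and 70 down-regulated genes, which its text calls SSPs. For the MiSSP Cenge3:28058 it gave a log2 fold change of −0.92 in pine ECM from the in vitro system.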

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

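Columns that the comparisons do not use were flagged because they disagree with each other. TPM was out of proportion to FPKM for up to 111 genes of a sample, in all 12 samples, and counts were out of proportion to FPKM for up to 110 genes in the 6 samples of free-living mycelium and ECM roots only. In the second row order, 0 genes of TPM were out of proportion in any sample. A candidate explanation is therefore a table joined from columns sorted in different ways. This prediction was written after the disagreement had been seen. No biological explanation was tested, since a change in biology would alter count, FPKM and TPM together.

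The consequence for the comparisons was predicted after it had been seen, too. With all samples in a single order the number of genes called was 1721 for ECM roots vs free-living mycelium, 1219 for sclerotia vs free-living mycelium, 2 for extramatrical vs free-living mycelium, 2055 for ECM roots vs extramatrical mycelium and 2859 for ECM roots vs sclerotia. Only the third moved by more than 1.5 times from the counts as deposited. Of the 196 genes called there as deposited, 142 were displaced, and for these the row order can be the source. Only 2 of the remaining genes were called after re-keying, although re-keying left their counts unchanged. With displaced genes left out, 2 were up and 0 down as well. The calls of the remaining genes thus depended on the displaced genes being in the same fit, and they were not misplaced rows themselves.

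The direct tests between tissues flagged a difference between ECM roots and extramatrical mycelium, with 1346 genes up and 852 down, 11 MiSSPs up and 1 MiSSP down in ECM roots. The MiSSP lower in ECM roots was the displaced Cenge3:28058, with a log2 fold change of -2.51 as deposited and 0.04 re-keyed. Against sclerotia 1498 genes were up and 1485 down, 7 MiSSPs up and 5 MiSSPs down. On re-keyed counts, 4 MiSSPs remained lower in ECM roots than in sclerotia: Cenge3:658610 (-2.07), Cenge3:667330 (-1.95), Cenge3:666290 (-1.64) and Cenge3:680403 (-1.21).

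Technical explanations for these direct differences were tested with predictions written before the tests. Thinning to the lowest total left 2173 genes called against extramatrical mycelium and 2950 against sclerotia, so that library size does not account for them. Leaving out the 10 most counted genes of each sample left 2178 and 2971. Gene length, implied by the ratio of count to FPKM, had a Spearman's rho with the log2 fold change across genes of 0.09 and -0.06. Within run 11276, 100% of the called genes kept their direction in both comparisons; as these samples were part of the full fit, this is a weak test. Reads of pine on fungal gene models could not be excluded: only 1 gene higher in ECM roots had under 10 counts in all 9 other samples in each comparison, but conserved genes could take pine reads without this pattern. Few of the 22 core eukaryotic genes were called. Against extramatrical mycelium 2 were up and 1 down in ECM roots, with log2 fold changes from -1.06 to 1.3. Against sclerotia 1 was up and 0 down (-0.9 to 1.07). These values argue against a large share of pine reads in the core genes. The other genes higher in ECM roots cannot be told apart from pine reads. Pine reads would add counts in ECM roots, so that they are not a direct source of the genes lower there.

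Other splits of the samples were counted for each model result. Only the real split, 1 of the 10 splits of 6 samples, gave as many genes in each of the 5 comparisons, on counts as deposited and on re-keyed counts alike. The same held for MiSSPs in ECM roots and sclerotia and for secreted-protein genes up and down in ECM roots, also 1 of 10. For MiSSPs in extramatrical mycelium all 10 splits gave as many, since the real count was 0. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. For genes up in all 3 tissues, 1 of 40 drawn relabellings of the 12 samples, the real one, gave as many as 9 genes. These draws used the counts as deposited, where a relabelled group can mix both row orders. They therefore do not decide on chance, and re-keyed counts gave 1 gene.

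The sequencing run was weighed for the comparisons with free-living mycelium. On re-keyed counts, 99.5% of the called genes kept their direction within run 11276 for ECM roots, 100% for sclerotia and 100% for extramatrical mycelium, the last over 2 genes. These fits hold the sequencing run constant. They rest on only 1 sample of free-living mycelium, which was also part of the full fit, so that they are a weak test and do not decide on the run. This reading was adopted after the values were seen and is stricter than the prediction written before.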

How the results depend on the processing

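The alternatives were fixed before the processed files were seen, except for re-keyed counts, leaving out displaced genes, and all fits on re-keyed counts, which were chosen after seeing the data. The number of MiSSPs up in ECM roots stayed within 1.5 times of 9 throughout (7 to 11). The differences in detected genes of sclerotia and extramatrical mycelium stayed within 1 SD of free-living mycelium, 155.9 genes. The largest, 148.7 for sclerotia without free-living mycelium replicate 1, was above the sclerotia SD of 88.1. RLE normalization, the choice of count filter and thinning changed no number of called genes on the counts as deposited by more than 1.5 times. In total 129 of the values for comparisons changed, and 269 did not.

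Other estimates of the spread raised several counts against free-living mycelium. With DESeq2, ECM roots had 1360 genes down against 611, sclerotia 1166 against 540, and extramatrical mycelium 284 up and 428 down against 117 and 79; MiSSPs up in extramatrical mycelium were 2, secreted-protein genes down in ECM roots 63, and genes up in all 3 tissues 25. The fit of all 12 samples gave 1392, 1104, 326 and 469 genes, 2 MiSSPs, 63 secreted-protein genes and 29 genes in the same order. These numbers are for counts as deposited. There the displaced MiSSP Cenge3:28058 had an edgeR log2 fold change of 1.83 in extramatrical mycelium, against -0.92 re-keyed. It may therefore be among the 2 MiSSPs. Re-keyed, DESeq2 called 2674 genes in ECM roots, 2075 in sclerotia and 481 in extramatrical mycelium, and the fit of 12 samples 2699, 1965 and 562. Both may call more because they estimate the spread with weight from other genes or from groups with closer replicates.

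Stricter tests reduced the counts. The glmTreat test gave 413 up and 49 down in ECM roots, 336 and 172 in sclerotia, 72 up in extramatrical mycelium, 690 and 222 for ECM roots vs extramatrical mycelium, 909 and 837 for ECM roots vs sclerotia, 6 MiSSPs up in sclerotia, 49 secreted-protein genes up and 3 down, and 1 gene up in all 3 tissues. Re-keyed, it called 462, 331, 0, 732 and 1590 genes in the 5 comparisons. An adjusted p-value cut of 0.01 gave 532 up and 91 down in ECM roots, 428 and 223 in sclerotia, 71 up in extramatrical mycelium, 6 MiSSPs up in sclerotia, 61 secreted-protein genes up and 5 down, and 1 gene up in all 3 tissues; re-keyed, it called 623, 445 and 0 genes in the comparisons with free-living mycelium.

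The sequencing run covariate gave 461 up and 288 down in ECM roots, 149 and 151 in sclerotia, 3 MiSSPs up in sclerotia, 56 secreted-protein genes up and 12 down, and 0 genes up in all 3 tissues; re-keyed, it called 749, 36 and 0 genes. It leaves few samples to separate run from group, as free-living mycelium is divided over runs that hold few samples of the other groups. The replicate block called 0 genes in extramatrical mycelium on re-keyed counts, as did RLE normalization, against 2.

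Re-keying the counts or leaving out displaced genes changed the result of extramatrical mycelium from 117 up and 79 down to 2 and 0 in either case, and genes up in all 3 tissues from 9 to 1. Re-keying reversed 7 named values: Cenge3:47714 (-2.38 in sclerotia, -1.8 in extramatrical mycelium), Cenge3:582482 (-0.13 and -0.38), Cenge3:5583 (-0.63 and -0.52) and the MiSSP Cenge3:28058 (-0.02 in sclerotia). Of the other values of named genes, 66 lost significance and 703 did not change; 34 pairs of gene and setting were not tested because the gene did not pass the filter.

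Each comparison had 6 fits that each left out a replicate. Across these, ECM roots had from 527 to 1548 genes up and from 77 to 1528 down, sclerotia from 429 to 1289 and from 187 to 1450, and extramatrical mycelium from 62 to 177 and from 59 to 352. MiSSPs up were 6 to 10 in sclerotia and 0 to 1 in extramatrical mycelium, and secreted-protein genes 60 to 114 up and 6 to 64 down. Genes up in all 3 tissues were 1 to 23 when each replicate of the 4 groups was left out in turn. Re-keyed, the called genes were 605 to 3076 in ECM roots, 395 to 2586 in sclerotia and 0 to 184 in extramatrical mycelium. Among called MiSSPs, Cenge3:680403 in ECM roots and Cenge3:634429, Cenge3:658610, Cenge3:668273 and Cenge3:679266 in sclerotia lost significance in some of these fits, and none changed sign. Among the other named genes, Cenge3:655345 and Cenge3:721030 did so in ECM roots.

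Depth limits the number of detected genes. The difference of ECM roots, -364.7 genes, was -136 at a minimum of 1 count and -10 after thinning. That of sclerotia, 62.7 genes, was 72 at a minimum of 1 count and 139.7 after thinning.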

Other observations

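Free-living mycelium replicates were far apart, and explanations were written after their correlations had been seen. If the sequencing run were the source, replicate 3 would be closer to replicate 2, from the same run and lane, than to replicate 1. The difference of the correlations was -0.008, the opposite direction. A hypothesis is that the replicates may lie along a single axis, such as the state of the culture. Of 897 genes at least 4 times apart in replicates 1 and 2, replicate 3 lay between them in 99.1%. Choosing genes by the widest pair raises this share by itself: in extramatrical mycelium it was 68.5% for 203 genes apart in replicates 1 and 2, with replicate 3 between. For the same replicate numbers it was 73.7% of 19 genes in ECM roots and 100% of 7 genes in sclerotia. What the axis stands for was not tested, and a mixture of samples would give the same pattern.

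The spread of free-living mycelium was also weighed as the reason why only 2 genes were called against extramatrical mycelium on re-keyed counts. It was predicted before the test that leaving out a free-living mycelium sample would raise this number. Without replicate 1 there were 184 genes, but without replicate 2 or replicate 3 there were 0. Leaving out any extramatrical mycelium replicate gave 0 genes as well, so that a 0 with a sample fewer does not count against the spread. Replicate 1 lies nearest to extramatrical mycelium on PC3 (-32 against -35.4 to -32.5), so that the rise without it need not reflect the spread either. These leave-out fits leave open whether the spread is the reason. The fit of all 12 samples, which takes the spread from the other groups as well, called 562 genes on re-keyed counts. This goes with the spread as a limit, but that fit also estimates the spread from more samples, so that it does not decide either.

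The number of listed secreted-protein genes down-regulated in ECM roots was 34 with edgeR and 63 with DESeq2, the tool that the study used. Up-regulated ones numbered 96 with edgeR and 110 with DESeq2. Each number is lower than the value quoted from the study above, and those of DESeq2 are the nearer.

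The log2 fold change of the MiSSP Cenge3:28058 in ECM roots was -0.7 as deposited and -0.89 re-keyed (standard errors 0.39 and 0.31), neither of them called. The re-keyed value is the nearer to the value quoted from the study above, which favours the re-keyed order for this gene.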
